# Transcriptome Analysis Reveals a Promotion of Carotenoid Production by Copper Ions in Recombinant *Saccharomyces cerevisiae*

**DOI:** 10.3390/microorganisms9020233

**Published:** 2021-01-23

**Authors:** Buli Su, Anzhang Li, Ming-Rong Deng, Honghui Zhu

**Keywords:** *Saccharomyces cerevisiae*, carotenoids, copper, zinc, *ACE1*, *ADY2*

## Abstract

We previously constructed a *Saccharomyces cerevisiae* carotenoid producer BL03-D-4 which produced much more carotenoid in YPM (modified YPD) media than YPD media. In this study, the impacts of nutritional components on carotenoid accumulation of BL03-D-4 were investigated. When using YPM media, the carotenoid yield was increased 10-fold compared to using the YPD media. To elucidate the hidden mechanism, a transcriptome analysis was performed and showed that 464 genes changed significantly in YPM media. Furthermore, inspired by the differential gene expression analysis which indicated that *ADY2*, *HES1*, and *CUP1* showed the most remarkable changes, we found that the improvement of carotenoid accumulation in YPM media was mainly due to the copper ions, since supplementation of 0.08 mM CuSO_4_ in YPD media could increase carotenoid yield 9.2-fold. Reverse engineering of target genes was performed and carotenoid yield could be increased 6.4-fold in YPD media through overexpression of *ACE1*. The present study revealed for the first time the prominent promotion of carotenoid yield by copper ions in engineered *S. cerevisiae* and provided a new target *ACE1* for genetic engineering of *S. cerevisiae* for the bioproduction of carotenoids.

## 1. Introduction

Carotenoids are a large family of colored compounds naturally present in plants, algae, fungi, and bacteria. These compounds are known antioxidants that have a potentially beneficial effect on human health and may be used for nutrition, food, and cosmetic applications [1]. Currently, chemical synthesis and natural extraction from plants or algae are the major processes for carotenoid production in industry. However, chemical synthesis is very difficult due to the structural complexity of most carotenoids, and natural extraction based on solvent from plants and algae is confronted with a lot of challenges such as unpredictable feedstock availability, organic pollutants, and low yields [2]. Thus, the biosynthesis of certain carotenoids through homologous or heterologous microorganisms is becoming more and more attractive [3].

With the rapid development of metabolic engineering and synthetic biology, engineering microorganisms for the heterologous production of carotenoids has become a more sustainable process. Thus, there have been extensive studies to engineer microbial cell factories for the production of carotenoids [4]. The majority of these efforts were focused on the optimization of endogenous pathways, the introduction of heterologous genes to boost metabolic flux, and balancing cofactors [5]. Multiple strategies have been adopted to enhance the production of carotenoids in *S. cerevisiae*, such as boosting the metabolic flux towards the mevalonate (MVA) pathway through overexpression of truncated 3-hydroxy-3-methylglutaryl coenzyme A reductase (tHMG1) [6], increasing the supply of precursors (acetyl-CoA) through downregulation of squalene synthase (Erg9) or overexpression of acetaldehyde dehydrogenase (ALD6) and acetyl-CoA synthetase (ACS) [7,8]. Besides, strengthening the pathways such as the TCA cycle and pentose phosphate (PPP) pathway could increase the cofactor supply which carotenoid biosynthesis needs [9]. However, according to previous reports, little was demonstrated about the impact of nutritional components on carotenoids yield of recombinant strains, except one case that carotenoid production increased 7-fold using fructose as the carbon source in engineered *E. coli* [10].

Previously, we engineered a synthetic pathway for carotenoid biosynthesis (using lycopene as the model carotenoid) in *S. cerevisiae* and gained a higher production using the YPM media [11,12]. In this study, we aim to determine the impacts of nutritional components on the carotenoid yield of BL03-D-4 generated from our prior work, and then attempt to uncover the potential mechanisms of the promoted carotenoid production associated with supplementation of nutritional components by transcriptome analysis.

## 2. Materials and Methods

### 2.1. Strains and Cultivation

The original strain, engineered strains, and plasmids used in this study are listed in Table S1. Primers are provided in Table S2. Cloning and maintenance of plasmids were carried out in *E. coli* DH5α. Phanta Max Super-Fidelity DNA Polymerase was obtained from Vazyme Biotech Co., Ltd. (Vazyme, Nanjing, Jiangsu, China). HiPure Gel Pure Micro Kit and HiPure Plasmid Plus Micro Kit were purchased from Magen (Guangzhou, Guangdong, China). Tryptone and yeast extraction (LOT: 2315359-02 and 2665431-02) were acquired from Oxoid (Basingstoke, Hampshire, UK) and Angel (Yichang, Hubei, China) (FM802, LOT: 2018082210C9). Other compounds unless specifically mentioned were of reagent grade.

### 2.2. Genetic Manipulation

CRISPR/Cpf1 system was applied for *ADY2* and *ACE1* deletion, and overexpression of *HES1*, *ACE1*, *CUP1*, and *SOD1* by genomic integration. The pHCas9M-gRNA plasmid (Molecular Cloud: MC_0000739) was used for Cpf1-based genetic modifications by replacing the sgRNA and Cas9 on plasmid pHCas9M-gRNA with Cpf1 and crRNA from plasmid pCSN067 (Addgene#101748) [13]. The homologous arms of target genes under the yeast promoter *Cit1* or *TEF2* and native terminators were used as donor DNA. The edited plasmid including the guide RNA that targeted the chromosomal site was cotransformed into yeast cells with the donor DNA according to previous protocol [14]. Cells were screened on the YPD plate supplemented with 400 µg mL^−1^ G418. Positive colonies were confirmed by diagnostic PCR.

### 2.3. Shake-Flask Fermentation and Growth Determination

For cultivation, a single colony was picked up from a fresh YPD plate and transferred to 5 mL of YPD medium. Strains were cultured overnight at 200 rpm and 30 °C, 1 mL seed culture was inoculated into a 250 mL shake-flask with 50 mL YPD medium, modified YPD media (YPM), YPD media supplemented with different chemicals, YPX media or YPX media supplemented with 0.08 mM copper ions, and defined media (DM) or DM media supplemented with 0.08 mM different ions to an optical density (OD_600_) of 0.05, and then allowed to incubate at 30 °C for 72 to 120 h. After incubation, cultures were taken and analyzed for biomass and carotenoid content. YPD1, YPD2, and YPD3 media contained 20 g L^−1^ tryptone, 20 g L^−1^ glucose, and 10 g L^−1^ different yeast extraction (LOTs of 2665431-02, 2315359-02, and 2018082210C9, respectively). YPX media contained 10 g L^−1^ yeast extraction (YPD2), 20 g L^−1^ tryptone, 30 g L^−1^ xylose, and 10 g L^−1^ glucose. DM media contained 6.7 g L^−1^ YNB, 1.29 g L^−1^ DO-supplement, and 20 g L^−1^ glucose. YPM media contained 10 g L^−1^ yeast extraction (FM802, LOT: 2018082210C9), 20 g L^−1^ tryptone, 20 g L^−1^ glucose, salt (10 g L^−1^ KH_2_PO_4_, 2.5 g L^−1^ MgSO_4_, 3.5 g L^−1^ K_2_SO_4_, 0.25 g L^−1^ Na_2_SO_4_), and 1 mL trace metal solution (TMS) described in previous literature [12]. Growth was determined according to the OD_600_ value and correlated to cell dry weight (CDW) by the CDW/OD_600_ standard curve (y = 0.184x + 0.891 (x is OD_600_, y is CDW, R^2^ = 0.992)).

### 2.4. Analytical Methods

Carotenoids were extracted using the method described in our previous work [11]. Briefly, strains cultures were centrifuged, washed, resuspended in 3 mol L^−1^ HCl boiling for 4 min, and cooled in an ice bath for 3 min. Then cell debris was washed twice, resuspended in acetone, ultrasonic extracted, and followed by centrifugation. The acetone supernatant was used for measuring total carotenoid by using a UV–VIS spectrometer (PerkinElmer Lambda 45, Waltham, MA, USA) at 470 nm. The extinction coefficient was adopted in acetone using an absorbance 1% 1 cm of 3450 [12]. Copper concentration was measured using the Copper (Cu) Colorimetric Assay Kit (Elabscience Biotechnology Co., Ltd., Wuhan, Hubei, China).

### 2.5. Transcriptome Analysis

Total RNA of different yeast cells was isolated after about 24 h cultivation using the HiPure Yeast RNA Kit (Magen, Guangzhou, Guangdong, China) according to the manufacturer’s protocol. Transcriptome analysis was performed by Majorbio (Shanghai Majorbio Bio-pharm Technology Co., Ltd.) through RNA sequencing. Briefly, the RNA quality was determined by 2100 Bioanalyser (Agilent, Santa Clara, CA, USA) and quantified using the ND-2000 (NanoDrop Technologies, Tokyo, Japan). The RNA-seq transcriptome library was prepared following the TruSeqTM RNA sample preparation kit from Illumina (San Diego, CA, USA). Messenger RNA was isolated according to polyA selection method by oligo(dT) beads and then fragmented by fragmentation buffer. Secondly double-stranded cDNA was synthesized using a SuperScript double-stranded cDNA synthesis kit (Invitrogen, Carlsbad, CA, USA) with random hexamer primers (Illumina). Then the synthesized cDNA was subjected to end-repair, phosphorylation, and “A” base addition according to Illumina’s library construction protocol. All raw data for RNA-seq was deposited into NCBI (GEO accession number GSE164229). Transcriptome data analysis is provided in Table S3. The quantitative analyses of gene expression were performed using the Transcripts Per Million (TPM) method by RSEM for each sample. The data were analyzed on the free online platform of the Majorbio Cloud Platform (www.majorbio.com).

### 2.6. Quantitative PCR

The total RNA was extracted from each yeast strain cultivated in YPD2 media for 24 h using the above kit, referencing the manual of application. The RNA samples were reversely transcribed using HiScript II Q RT SuperMix for qPCR (+gDNA wiper) Kit (Vazyme, Nanjing, Jiangsu, China). Quantitative PCR was performed using ChamQ Universal SYBR qPCR Master Mix (Vazyme, China) on a QuantStudio 6 Flex Real-Time PCR System (Life Technologies, Carlsbad, CA, USA). The internal control gene *ACT1* was chosen to normalize the different samples and the relative gene expression analysis was performed using the 2^−ΔΔ*C*T^ method.

## 3. Results and Discussion

### 3.1. Significant Promotion of Carotenoid Accumulation is Presented in a Modified YPD Medium

In our experimental experience, we found that the carotenoid yield in engineered *S. cerevisiae* was fluctuant using different lots of yeast extraction and the engineered strains could gain a stably higher carotenoid in the YPM media [11]. To clarify the impacts of nutritional components of the YPM medium on carotenoid yield, we compared the biomasses and carotenoid accumulations of BL03-D-4 growing on different YPD and YPM media. As illustrated in Figure 1A, obvious different growth and carotenoid accumulations were obtained when strains were cultured in different media. Both manufacturers (Oxoid and Angel) and lots of yeast extraction had significant effects on carotenoid accumulation indicating that there were different compounds in these different yeast extractions (Figure S1). When cultured in the YPM media, the final carotenoid yield was 18.8 mg g^−1^ CDW, which was distinctly improved and over 10-fold higher compared to the yield of 1.85 mg g^−1^ CDW in the YPD2 medium (Figure 1A). The maximum biomass reached 4.1 g L^−1^ of culture in the YPD2 media. When using YPM, the final cell mass could reach 7.0 g L^−1^, which was 1.7-fold of that in the YPD2 media. The time-courses of carotenoid fermentation in YPD2 and YPM media were also measured (Figure 1B); the growth curves and yield curves represented obvious differences. These results indicated that some substances in the YPM medium could promote cell growth and carotenoid biosynthesis. However, the reason behind this manner has not yet been known to necessitate further studies. For the sake of gaining a deeper understanding of the mechanisms, comprehensive analyses such as gene expression can be executed.

### 3.2. Transcriptome Analysis Reveals Multiple Differentially Expressed Genes

In this study, we investigated and analyzed the comprehensive transcriptome data of BL03-D-4 in YPD2 and YPM media. Strains typically reach a steady state level of transcription in the stationary phases [11]. Thus, gene expression patterns of BL03-D-4 in stationary phases (about 24 h) cultured with these two different media were compared using transcriptome sequencing. 

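The comparison rests on 1 library of BL03-D-4 grown for 24 h in YPD2 and 1 library grown for 24 h in YPM. The media differed in the lot of yeast extract as well as in the phosphate and sulfate salts and the trace metal solution added to YPM. The authors estimated expression with RSEM, a program that assigns reads to transcripts, including reads that match several of them. They deposited TPM, an estimate per gene that is corrected for transcript length and scaled to a fixed total per library. TPM keeps no record of how many reads were sequenced, so the depth behind each value is unknown. The table held 7130 rows, of which 6600 were mRNAs, and the listed TPM summed to 926267 in YPM and 937426 in YPD2. Both libraries were listed at 0 in 674 rows, among them all 299 tRNAs. The 20 most abundant rows held 18.1% of the summed TPM in YPM and 16.7% in YPD2. Changes were computed as the log2 ratio of YPM to YPD2 after 1 TPM was added to each value, which understates the change of low genes. Genes with a mean of at least 1 TPM were compared, and a gene was counted as changed at a log2 ratio of at least 1 in either direction. With 1 library per medium, no difference has a replicate check and no p-value was computed.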

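Of the 6354 genes with a mean of at least 1 TPM, 535 (8.42%) were changed between the YPM and YPD2 libraries. The change reached 4-fold upward for 62 genes and downward for 72 genes on this scale. Across the 6314 genes listed above 0 in both libraries, Pearson's r of the log2 TPM was 0.948, a description across genes, which are not independent replicates. Of the changed genes, 384 had a mean of at least 10 TPM and 151 were below it. The changed genes included 45 listed at 0 in YPM and 41 listed at 0 in YPD2. The count moved most when 5 TPM instead of 1 TPM were added before the ratio, which left 354 changed genes.

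**Figure D1:**
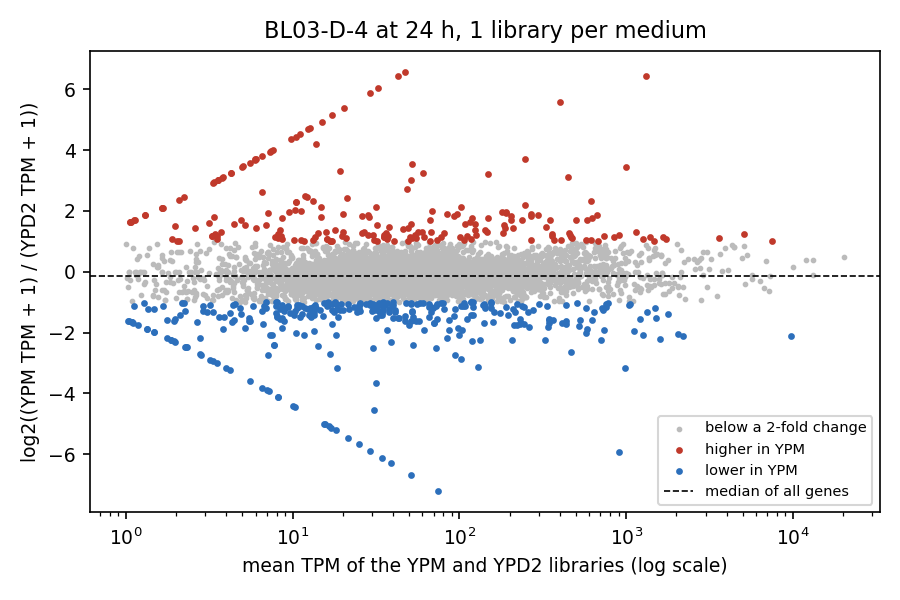
Log2 ratio of YPM to YPD2 against the mean TPM of both libraries, with 1 point per gene with a mean of at least 1 TPM. Red and blue points are the 535 changed genes, and the points along the 2 diagonal edges are genes listed at 0 in 1 library.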

The results of RNA-seq data analysis are supplemented in Table S3 and showed that 464 genes changed their expression levels significantly (*p* < 0.05; |Log2FC| ≥ 1). 

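The changed genes divided into 208 that were higher and 327 that were lower in YPM. The median log2 ratio of all genes was -0.13, so the typical gene was listed slightly lower in YPM. When the YPM values were rescaled to set the median gene with at least 10 TPM to no change, 255 genes were higher and 255 were lower.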

Among aforesaid genes, 203 genes were upregulated and 261 were downregulated compared to using the YPD media.

KEGG pathway analysis was performed to search genes that might play key roles in the promotion of carotenoid accumulation. 

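Lists of genes for 5 pathways were compared between the libraries, each written by hand after Table S3 was read and not taken from KEGG. Each list's median log2 ratio was ranked among the medians of 10000 random lists of the same size and mean TPM, drawn from 5765 protein-coding genes. This percentile describes these libraries and is no test across replicates. Nor is it independent of the choice of genes, since Table S3, which holds values of the same libraries, lists 12 of the 26 glyoxylate and dicarboxylate, 8 of the 12 fatty acid degradation, 12 of the 33 glycolysis and gluconeogenesis and 4 of the 16 pentose phosphate genes. The 26 genes of glyoxylate and dicarboxylate metabolism had a median log2 ratio of -0.74, below all of the random lists, with 11 genes lower and 1 higher. In this list, FDH1 (YOR388C) fell most, from 65.1 TPM in YPD2 to 12.2 TPM in YPM, and GCV1 (YDR019C) was the gene that was higher, at a log2 ratio of 1.58. FDH1 shares 84.2% of the 50-base words of its coding sequence with other places in the reference genome, so its value is uncertain. The 12 genes of fatty acid degradation had a median of -1.42, again below all of the random lists, and 8 of them were lower, with the largest fall in POX1 (YGL205W) at -2.07. Its largest rise was ERG10 (YPL028W) at 0.55. The 33 genes of glycolysis and gluconeogenesis went both ways, with a median of 0.19 at percentile 98.3. In it, 6 genes were higher and 5 were lower, from ALD3 (YMR169C) at 1.93 to ADH2 (YMR303C) at -2.20. ALD3 and ADH2 share 40.4% and 14.0% of their 50-base words with other places, which leaves both uncertain. The 16 genes of the pentose phosphate pathway had a median of -0.28 at percentile 4.64, with 4 genes lower and none higher, from TKL2 (YBR117C) at 0.41 to SOL3 (YHR163W) at -1.73. Setting the median gene to no change moved these medians most, the fatty acid degradation median to -1.28.

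**Figure D2:**
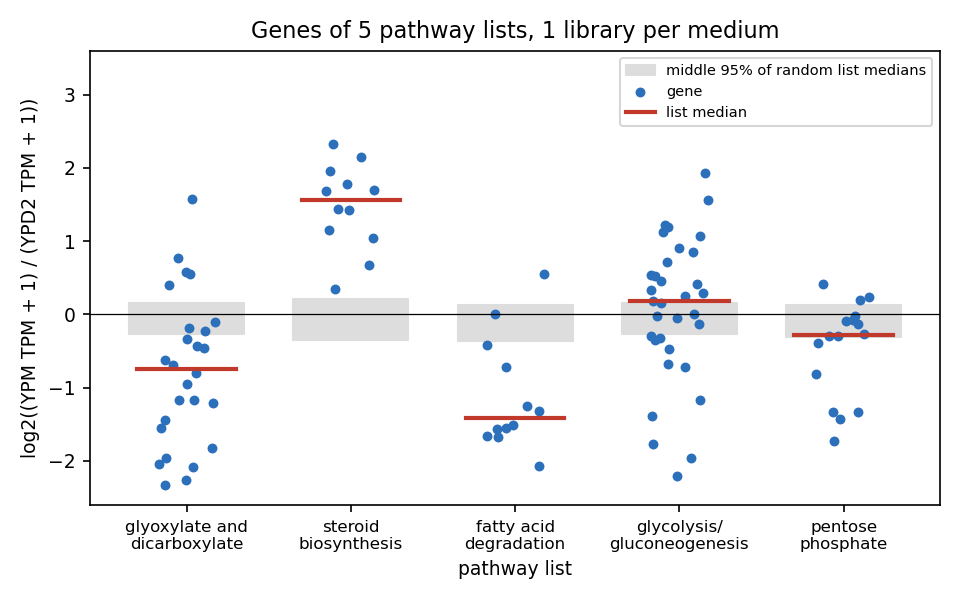
Log2 ratio of YPM to YPD2 for the genes of 5 pathway lists, with 1 point per gene, a red line at each list's median and a grey band for the middle 95% of the random list medians. The fatty acid degradation median lies at -1.42, below its band.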

KEGG pathway analysis showed that genes in the glyoxylate and dicarboxylate metabolism, steroid biosynthesis, fatty acid degradation, glycolysis/gluconeogenesis, and PPP pathways changed significantly (Figure 2). These results were not surprising since the glycolysis and PPP pathways could provide energy for cell growth and cofactors for carotenoid biosynthesis [15]. Facilitation of steroid and fatty acid for carotenoid accumulation has been well studied previously [16], and interestingly these pathways were also shown to be clustered in this study. In particular, as shown in Figure 2C, most genes in the ergosterol biosynthetic pathway (ERG) containing *ERG1*, *ERG11*, *ERG25*, *ERG26*, *ERG27*, *ERG6*, *ERG2*, *ERG3*, *ERG5*, and *ERG4* were significantly upregulated in the YPM media. This gene expression pattern of the ergosterol biosynthetic pathway was similar to a previous study which indicated that deletion of the acetate transporter gene *ADY2* could improve the tolerance of *S. cerevisiae* against multiple stresses including acetic acid, ethanol, and hydrogen peroxide stresses [17]. 

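The 12 genes drawn in Figure 2C had a median log2 ratio of 1.56, above the medians of all 10000 random lists of the same size and mean TPM. The authors drew these genes from the same libraries, and 10 of the 12 stand in Table S3, so this rank restates their choice. All 12 were listed higher in YPM, and 10 of them reached a log2 ratio of 1. The largest change was that of ERG3 (YLR056W), from 205 TPM in YPD2 to 1029 TPM in YPM, a log2 ratio of 2.32. ERG26 (YGL001C) followed with 37.2 TPM and 168 TPM. The log2 ratio was 1.96 for ERG2 (YMR202W), 1.78 for ERG25 (YGR060W), 1.70 for ERG6 (YML008C) and 1.69 for ERG11 (YHR007C). ERG5 (YMR015C) stood at 1.44, ERG4 (YGL012W) at 1.43, ERG27 (YLR100W) at 1.15 and ERG1 (YGR175C) at 1.04. ERG24 (YNL280C) at 0.67 and ERG7 (YHR072W) at 0.35 stayed below the limit. None of the 12 coding sequences had a 50-base word elsewhere in the reference genome. Setting the median gene to no change moved the list median most, to 1.70.

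**Figure D3:**
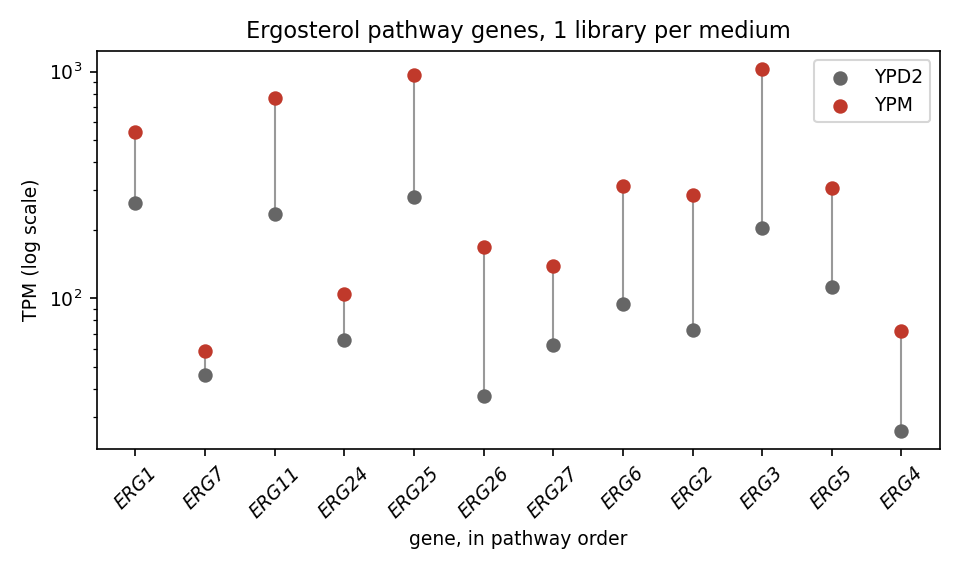
TPM of 12 ergosterol pathway genes on a log scale, with 1 library of YPD2 in grey and 1 library of YPM in red joined by a line for each gene. ERG3 rises from 205 to 1029 TPM, and ERG7 has the smallest distance.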

The cell membrane of microorganisms contained a variety of sterols including ergosterol, fecosterol, and zymosterol [18]. Ergosterol played a key role in maintaining yeast membranes stabilization and was involved in carotenoid accumulation [16]. Besides, ergosterol biosynthesis showed facilitation for growth under ethanol stress [19]. Therefore, optimization of the sterol composition was an effective method of regulating membrane lipid homeostasis through changing the content of particular sterols and manipulating the sterol categories present [20,21]. Furthermore, sterol content has been reformed through overexpression of *Erg3*, *Erg2*, and *Erg5* in sterol biosynthetic pathways [22]. However, based on the literature, the main factors that regulate *ERG* gene expression are the levels of unsaturated fatty acids, oxygen, and osmotic stress, and *ERG* gene expression is coordinated by sterol regulatory element (SRE)-binding proteins Upc2 and Ecm22, the heme-binding protein Hap1, and the repressor factors Rox1 and Mot3 [23].

We were interested in the significantly changed genes since these genes would provide indirect clues of the mechanisms that caused different carotenoid yields in different media. 

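The largest changes were listed among the changed genes with a gene symbol and a mean of at least 10 TPM. RPL20B (YOR312C) was listed at 85.8 TPM in YPM and at 0 in YPD2, the largest rise when 1 TPM was added to each value. When 5 TPM were added, CUP1-2 and PBI1 rose more than RPL20B. RPL20B has a paralog, RPL20A, and 6.17% of its 50-base words occur elsewhere in the reference genome, so its 0 is uncertain. PBI1 (YPL272C) went from 15.4 TPM in YPD2 to 785 TPM in YPM, a log2 ratio of 5.58. PLB3 (YOL011W) was listed at 34.6 TPM in YPM and at 0 in YPD2. PAU2 (YEL049W) rose from 34.5 TPM to 461 TPM, but it belongs to the seripauperin family and shares words with other places, which leaves it uncertain. Among the falls, MCO6 (YJL127C-B) was listed at 77.3 TPM and PAU7 (YAR020C) at 68.3 TPM in YPD2, and both were listed at 0 in YPM. Their coding sequences are 159 and 168 bases long. CDA2 (YLR308W) went from 59.4 TPM in YPD2 to 3.78 TPM in YPM, a log2 ratio of -3.66. The remaining places among the 5 largest rises and the 5 largest falls were those of ADY2 and both copies of CUP1. Of the 40 genes or RNAs listed at 0 in 1 library and at 10 TPM or more in the other, 19 were protein-coding in the reference annotation, and 14 of those were at most 250 bases long. A 0 in such a table can be a failed estimate, and no fold is given for it.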

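HES1 (YOR237W) was listed at 10.9 TPM in YPD2 and 111 TPM in YPM, a log2 ratio of 3.24. This was rank 19 among the 149 genes or RNAs that were higher in YPM with a mean of at least 10 TPM. Its coding sequence of 1305 bases shares no 50-base word with other places in the reference genome.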

Among dramatically upregulated genes involved in steroid biosynthesis, *HES1* encoded a protein that was implicated in the regulation of ergosterol biosynthesis, and it was one of the sterol transporters which transported sterol from the endoplasmic reticulum (ER) to the mitochondria [24]. On the other hand, acetate transporter gene *ADY2*, which was responsive for zinc ions, was downregulated 8-fold. 

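ADY2 (YCR010C) was listed at 1781 TPM in YPD2 and 199 TPM in YPM, a log2 ratio of -3.15. It held rank 19 among the 235 genes or RNAs that were lower in YPM with a mean of at least 10 TPM. ADY2 was also the gene with the largest fall in a list of 13 genes repressed by glucose, 12 of which were lower in YPM. The list was written after Table S3, which holds 11 of these genes, was read.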

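CUP1-2 (YHR055C) was listed at 29.3 TPM in YPD2 and 2614 TPM in YPM, a log2 ratio of 6.43. CUP1-1 (YHR053C), a second copy of the gene, went the other way, from 1782 TPM in YPD2 to 28.4 TPM in YPM, a log2 ratio of -5.92. In the R64 reference genome, the coding sequences of both copies, 186 bases each, have 0 differences, so a read from within them cannot be assigned to one copy by its sequence. The copies also have 0 differences over 586 bases when 200 bases are added on each side. CUP1-2 held 98.9% of the sum of both copies in YPM and 1.62% of it in YPD2. The sum, which does not depend on how the reads were divided between both copies, was 1812 TPM in YPD2 and 2642 TPM in YPM, a ratio of 1.46 and a log2 ratio of 0.54. Each copy also overlaps a noncoding RNA that has a value of its own, chosen after it was seen: RUF5-1 was listed at 3541 TPM in YPM and 2266 TPM in YPD2, and RUF5-2 at 3249 TPM and 2371 TPM. Strand-specific counting is not stated, so the sum can still depend on how reads were divided between CUP1 and these RNAs.

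**Figure D4:**
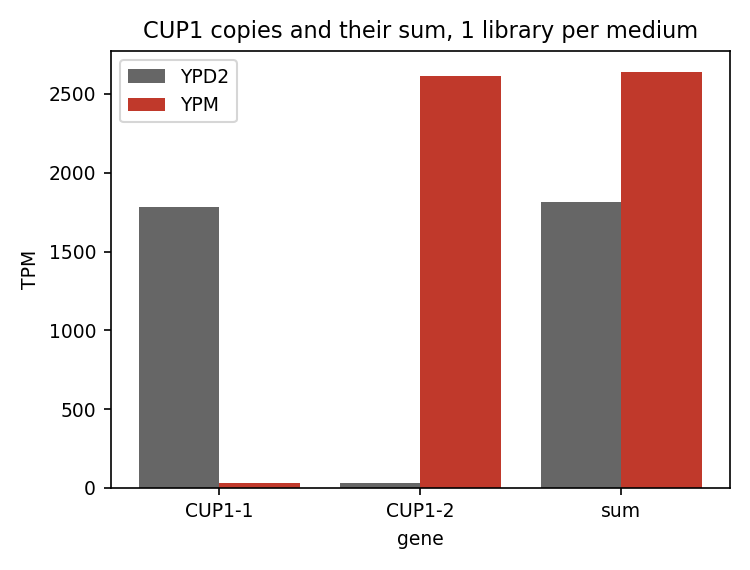
TPM of CUP1-1, CUP1-2 and their sum, with a grey bar for the 1 library of YPD2 and a red bar for the 1 library of YPM. The copies change places between the media, and the sums are 1812 and 2642 TPM.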

Besides, the *CUP1-2* gene, which encoded copper metallothionein, was upregulated about 94-fold. It is therefore of interest to study whether supplementation of zinc or/and copper ions can improve the carotenoid yield of BL03-D-4.

### 3.3. Copper Ions Play a Key Role in the Carotenoid Accumulation of BL03-D-4

To find out the key factor of the promotion of carotenoid accumulation, YPD media supplemented with different chemicals were used for carotenoid fermentation. As shown in Figure 3A, salt (10 g L^−1^ KH_2_PO_4_, 2.5 g L^−1^ MgSO_4_, 3.5 g L^−1^ K_2_SO_4_, 0.25 g L^−1^ Na_2_SO_4_) and TMS (trace metal solution) had a promoting effect on carotenoid production. Better results were observed in the YPD2 medium supplemented with zinc (0.08 mM) and copper ions (0.08 mM). Especially, supplementation of copper ions could account for 90% of the improvement, and even gain lower biomass compared to using the YPM media. Furthermore, different concentrations of copper presented different promotions, while a very high concentration of copper was toxic to cells (Figure 3C). It is worth mentioning that simultaneous supplementation of zinc and copper ions could increase the carotenoid yield by 9.7-fold to 19.8 mg g^−1^ CDW which exceeded the promotion of using the YPM media. It was likely that copper ions also influenced carotenoid biosynthesis by upregulating genes in the sterol biosynthetic pathway since there were no other significantly changed genes in any pathway like ergosterol (Figure 2C). 

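In a list for the mevalonate pathway, which supplies precursors to both sterols and carotenoids, none of 11 genes reached a log2 ratio of 1 between YPM and YPD2. The list also holds the squalene synthase gene ERG9 (0.43) and BTS1 (0.37), which lie past the shared steps. The median of the 11 genes was 0.18 at percentile 98.7, 8 of them were above 0, and ERG10 rose most. The largest fall was that of HMG1 (YML075C), from 217 TPM in YPD2 to 142 TPM in YPM. The HMG1 row can also hold reads of the truncated HMG-CoA reductase expressed from the CIT1 promoter, which has no row of its own. From the ergosterol pathway genes in Figure 2C, the paper proposes that copper ions acted on carotenoid biosynthesis by raising sterol pathway expression. The RNA-seq libraries compare YPM with YPD2, and neither was grown with copper as the only addition.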

Figure 3 shows that those up to 0.08 mM copper-added media displayed good growth and carotenoid yield of BL03-D-4, while those with up to 1.6 mM copper in the media caused side effects. These findings were quite similar to the results of a previous study in microalgae which showed that the addition of a suitable concentration of copper in the media stimulated microalgal growth, as well as lutein content [25]. We also measured the copper concentration of different yeast extractions and found that there were significant differences in copper concentration of these yeast extractions (Figure 3B). This result added to the growing body of evidence that copper ions are responsible for the promotion of carotenoid production. To verify whether the facilitation of copper ions was general, DM media and another carotenoid producer SC106 were used. As shown in Figure 3, Figure S1 (shake-flask fermentations), and Figure S1B,C (spot tests), copper ions could also facilitate carotenoid accumulation in DM media, although the carotenoid yield and cell masses were very low. Interestingly, the carotenoid yield of SC106 was increased 3.2-fold from xylose-glucose mixtures in YPD2 media supplemented with 0.08 mM copper ions.

### 3.4. ACE1 Overexpression Remarkably Improves Carotenoid Accumulation of BL03-D-4

To determine whether the selected targets were conducive to the promotion of carotenoid accumulation, gene deletion and gene overexpression were conducted in BL03-D-4, followed by the analysis of growth and carotenoid yield in YPD2 media. A single-gene knockout mutant of *ADY2* and *ACE1* were constructed using the CRISPR/Cpf1 system. The *HES1, ACE1*, *CUP1*, and *SOD1*-overexpressed strains were obtained, respectively, through integrating the overexpression cassettes in the *308a* site [26]. As shown in Figure 4, the deletion of *ADY2* and overexpression of *HES1* did not increase the carotenoid accumulation. Interestingly, *ACE1* which is the activating factor of *CUP1* overexpressed strain MO3 can accumulate 6.4-fold higher carotenoid than the control strain, and this amount of increase accounts for over 60% of the carotenoid yield when using YPM media. However, no significant difference was observed in overexpression of *ACE1* under the control of a stronger promoter *TEF2*. Since the facilitation partially accounts for the carotenoid promotion, these results prompted the speculation that the promotion of carotenoid accumulation might be regulated by a multi-gene which was responsible for zinc and copper ions. We also overexpressed the *CUP1* gene; however, no facilitation was observed (Figure 4). We sequenced the genome of BL03-D-4 and the alterations in the copy numbers of the *CUP* genes were not observed. The fastq DNA-seq data were deposited in the Genome Sequence Archive (GSA) server at the BIG Data Center in Beijing Institute of Genomics (GSA accession No. CRA003704). It is worth mentioning that *ACE1* also activates in response to copper other genes such as *CRS5*, *SOD1*, and *FET3*/*FTR1* [27]. We have quantified the amount of these genes in MO3 using qPCR, and *SOD1* represented remarkable upregulation. Furthermore, *SOD1* was also overexpressed, and carotenoid yield increased 2.6-fold. This may provide clues to uncover the molecular mechanism for carotenoid promotion. The dataset generated during the current study are available in Table S4.

To the best of our knowledge, our study demonstrated for the first time that the addition of copper and/or zinc ions had a significant promotion of carotenoid accumulation in *S. cerevisiae*, and the simultaneous supplementation of zinc and copper ions had a synergetic effect on carotenoid accumulation.

## Figures and Tables

**Figure 1:**
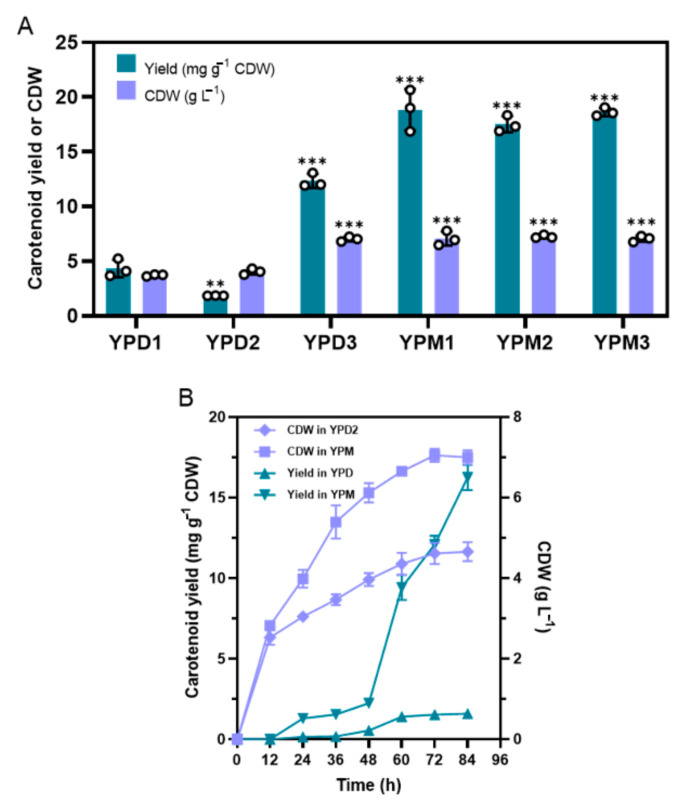
Carotenoid yields and cell masses when BL03-D-4 was cultivated for 96 h in YPD media with different yeast extractions or modified YPD (YPM) media (**A**). Time-courses of carotenoid fermentation in YPD2 and YPM media (**B**). YPD1, YPD media with yeast extraction of LOT: 2665431-02. YPD2; YPD media with yeast extraction of LOT: 2315359-02. YPD3; and YPD media with yeast extraction from Angel (FM802, LOT: 2018082210C9). YPM1, YPM2, and YPM3 represented three replicates using YPM media along with YPD1, YPD2, and YPD3, respectively. The values are the means and standard deviations of three biological replicates (small circles). **: significantly different based on two-tailed Student’s *t*-test (*p* < 0.01); ***: significantly different based on two-tailed Student’s *t*-test (*p* < 0.001).

**Figure 2:**
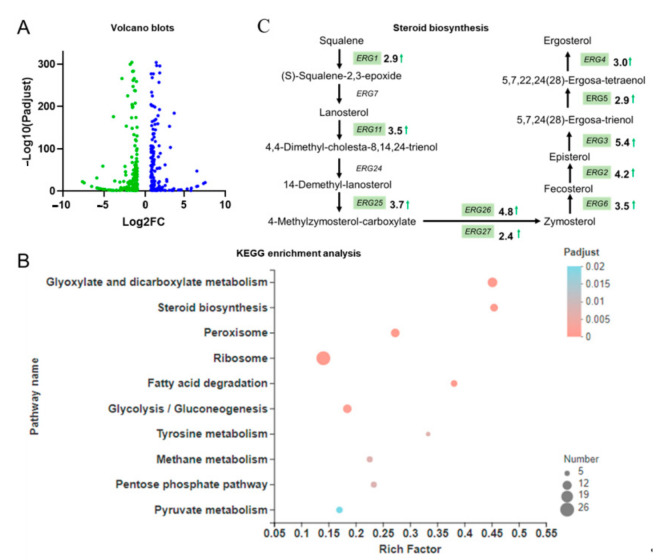
The analysis of differentially expressed genes (DEGs). (**A**) Volcano blots to show significant DEGs. Dispersion graph of the −log10(P adjusted) (*y*-axis) against the log2(FC) (*x*-axis). Green dots and blue dots represent genes that were significantly downregulated and upregulated, respectively, in YPM media for 24 h. (**B**) KEGG pathway enrichment of upregulated genes in the YPM media for 24 h; (**C**) The expression pattern of genes in the steroid biosynthesis pathway in the YPM media; green arrows represented up-regulation and bolded numbers represented the fold of up-regulation.

**Figure 3:**
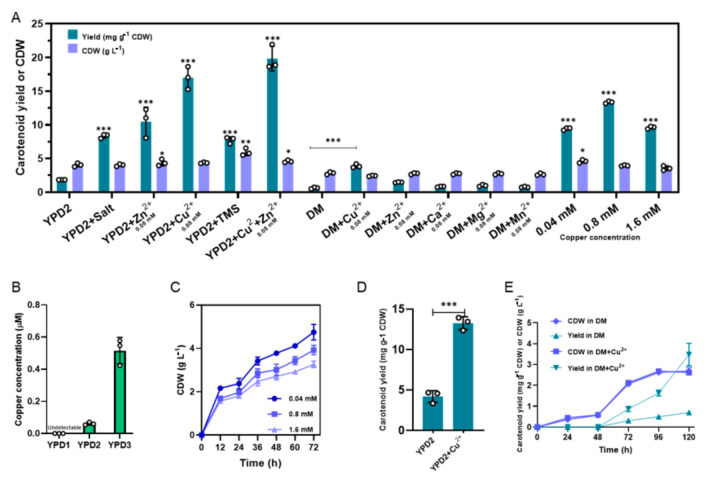
Carotenoid yields and cell masses in the YPD2 or defined media (DM) media supplement with different chemicals or different concentrations of copper (**A**). Copper concentrations in different yeast extractions (**B**). Growth curves of BL03-D-4 in YPD2 media supplement with different concentrations of copper (**C**). Carotenoid yields of SC106 in YPD2 media and YPD2 supplemented with 0.08 mM copper (**D**). Time-courses of carotenoid fermentation in DM and DM supplemented with 0.08 mM copper (**E**). The values are the means and standard deviations of three biological replicates (small circles). *: significantly different based on two-tailed Student’s *t*-test (*p* < 0.05); **: significantly different based on two-tailed Student’s *t*-test (*p* < 0.01); ***: significantly different based on two-tailed Student’s *t*-test (*p* < 0.001).

**Figure 4:**
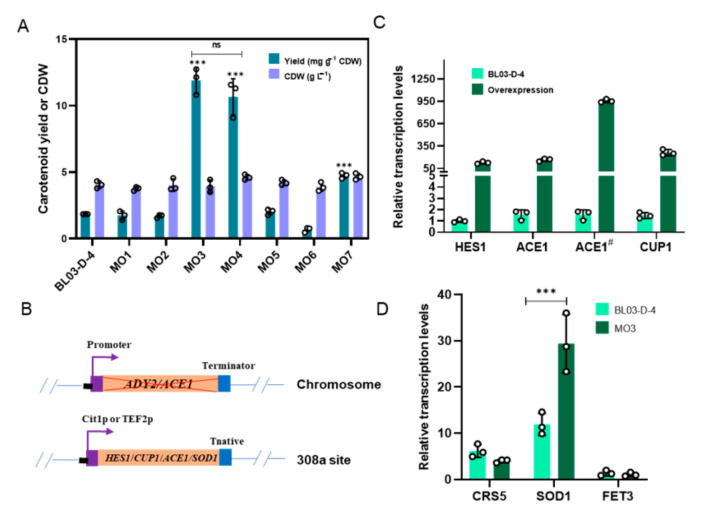
Reverse engineering of target gene mutation and overexpression for carotenoid accumulation in the YPD2 media for 96 h. MO1, deletion of *ADY2*; MO2, overexpression of *HES1*; MO3, overexpression of *ACE1* under *Cit1* promoter; MO4, overexpression of *ACE1* under *TEF2* promoter; MO5, overexpression of *CUP1*; MO6, deletion of *ACE1*; MO7, overexpression of *SOD1* (**A**). Schematic explaining gene mutation and overexpression; purple arrows represented promoter (**B**). Relative transcription levels of *HES1*, *ACE1*, and *CUP1* overexpressed under *Cit1* promoter compared to BL03-D-4; ACE1^#^, *ACE1* overexpressed under *TEF2* promoter; strains were cultivated in YPD2 media for 24 h (**C**). Relative transcription levels of *CRS5*, *SOD1*, and *FET3* in MO3 compared to BL03-D-4 in YPD2 media for 24 h (**D**). Data represent the means and standard deviations of three biological replicates (small circles). ***: significantly different based on two-tailed Student’s *t*-test (*p* < 0.001), ns: not significant (*p* > 0.05).

## Data Availability

All raw data for RNA-seq were deposited into NCBI (GEO accession number GSE164229) and fastq DNA-seq data of BL03-D-4 were deposited in the Genome Sequence Archive (GSA) server at the BIG Data Center in Beijing Institute of Genomics (GSA accession No. CRA003704).

## Supplementary Materials

The following are available online at https://www.mdpi.com/2076-2607/9/2/233/s1, Figure S1: Shake-flask fermentations and normalized spot tests, Table S1: Strains and plasmids used in this study, Table S2: Primers used in this study, Table S3: RNA-seq data analysis, Table S4: Raw data used in this study.

# Supplementary material for: Transcriptome Analysis Reveals a Promotion of Carotenoid Production by Copper Ions in Recombinant Saccharomyces cerevisiae
**Source:** Microorganisms. 2021 Jan 23;9(2):233. doi: 10.3390/microorganisms9020233
**Supplement:** Supplementary file 1

**Table S1.** Strains and plasmids used in this study.

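The genotype in Table S1 can be compared with the RNA-seq values of BL03-D-4. GAL80 (YML051W) and ALD6 (YPL061W), which the genotype lists as deleted, were listed at 0 in both libraries. The carotenoid genes crtB, crtI and crtE, each placed behind the HSP26 promoter, had rows of their own. In YPM and YPD2, crtI was listed at 15061 TPM and 11513 TPM, crtB at 7772 TPM and 6050.3 TPM, and crtE at 4167 TPM and 4009 TPM. The native HSP26 (YBR072W) was listed at 13550 TPM and 10426 TPM. CIT1 (YNR001C), whose promoter drives the truncated HMG-CoA reductase, was listed at 797 TPM and 1001 TPM. The genes of the GAL cluster, chosen after their values were seen, were abundant without galactose in the media: in YPM, GAL7 (YBR018C) was listed at 5716 TPM, GAL10 (YBR019C) at 5504 TPM and GAL1 (YBR020W) at 4459 TPM.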

| Strain/plasmid | Description | Source |
| --- | --- | --- |
| *Strains* |  |  |
| DH5ɑ | *supE44 ΔlacU169 (φ80 lacZΔM15) hsdR17 recA1 endA1 gyrA96 thi-1 relA1* | Invitrogen |
| BL03-D-4  SC106 | BY4742, Δ*Gal80⸬* *P_HSP26_-CrtB-T_ADH1_-P_HSP26_-CrtI-T_GPM1_-P_HSP26_-CrtE-T_CYC1，_Δ416d⸬* *P_Cit1_-tHMGR-T_Guo,_ ΔAld6*  BY4742, Δ*Gal80⸬* *P_HSP26_-CrtB-T_ADH1_-P_HSP26_-CrtI-T_GPM1_-P_HSP26_-CrtE-T_CYC1，_Δ416d ⸬ P_Cit1_-tHMGR-T_Guo,_ ΔAld6*, *Pxk ⸬* *P_EFT1_-XYL1m-Tsyn-P_PGK1_-XYL2-Tsyn-P_HSP82_*_,_*Δ720a ⸬* *P_HSP104_-xPk-Tsyn-P_SSA1_-PTA-Tsyn*,*ΔPho13*,*ΔP_Gal2_ ⸬* *P_SSA1_-Gal2m*,*Δ911b ⸬ His3-Leu2-Ura3* | [12]  [12] |
| MO1  MO2 | BL03-D-4, *ΔADY2*  BL03-D-4, *Δ308a ⸬* *P_Cit1_-HES1-T_native_* | This study  This study |
| MO3  MO4  MO5  MO6  MO7 | BL03-D-4, *Δ308a ⸬* *P_Cit1_-ACE1-T_native_*  BL03-D-4, *Δ308a ⸬* *P_TEF2_-ACE1-T_native_*  BL03-D-4, *Δ308a ⸬* *P_Cit1_-CUP1-T_native_*  BL03-D-4, *ΔACE1*  BL03-D-4, *Δ308a ⸬* *P_Cit1_-SOD1-T_native_* | This study  This study  This study  This study  This study |
| *Plasmids* |  |  |
| pHCas9-gRNA  pCSN067  pCpf1-ADY2  pCpf1-ACE1  pCpf1-308a | pBR322-derived vector, including HCas9, KanMX, gRNA and 2μ ori, ampicillin resistant  Plasmid for Cpf1-based genome editing  Genome editing plasmid targeted to the *ADY2* loci  Genome editing plasmid targeted to the *ACE1* loci  Genome editing plasmid targeted to the *308a* loci | [11]  [13]  This study  This study  This study |

# Supplementary material for: Transcriptome Analysis Reveals a Promotion of Carotenoid Production by Copper Ions in Recombinant Saccharomyces cerevisiae
**Source:** Microorganisms. 2021 Jan 23;9(2):233. doi: 10.3390/microorganisms9020233
**Supplement:** Supplementary file 1

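The qPCR primer pairs of Table S2 were matched to the R64 reference genome without mismatches, where each pair must face inward to give a product. The CUP1 pair, TCAGCGAATTAATTAACTTCC and CCCAGAGCAGCATGACTTCT, gives 2 products of 176 bases on chromosome VIII, from 212541 to 212716 in CUP1-1 and from 214539 to 214714 in CUP1-2. The pair therefore measures both copies together. The product in CUP1-1 also overlaps RUF5-1 and YHR052C-B, and that in CUP1-2 overlaps RUF5-2 and YHR054C-B. RNA of these could add to the signal. The other 6 pairs each match 1 place. The ACE1 pair gives 210 bases on chromosome VII from 191227 to 191436, in the gene annotated as CUP2, another name of ACE1. The FET3 pair gives 206 bases on chromosome XIII from 389321 to 389526, and the SOD1 pair 280 bases on chromosome X from 622658 to 622937. On chromosome XV, the HES1 pair gives 242 bases from 782575 to 782816, and the CRS5 pair gives 200 bases from 389223 to 389422, where the annotation has CRS5 (YOR031W) as a pseudogene. The ACT1 pair gives 248 bases on chromosome VI from 53465 to 53712.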

**Table S2.** Primers used in this study. Homologous overhang-nucleotides (underlined); genomic target (red, bold).

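The genomic targets of the Cpf1 guides in Table S2 were searched on both strands of the R64 reference genome, and each of the 3 matched exactly 1 place. Each match had TTTG on its 5′ side, a TTTV motif, which Cpf1 needs next to its target. The ADY2 guide GTATCTTGGAAGCTTACGAA matched the minus strand of chromosome III from 132594 to 132613, within the coding sequence of ADY2 (YCR010C), which lies on the minus strand. The first base of the match on the gene's strand is base 512 of the gene, and the sequence around it reads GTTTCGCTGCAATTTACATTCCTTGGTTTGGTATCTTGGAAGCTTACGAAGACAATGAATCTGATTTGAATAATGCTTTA. The ACE1 guide AAGCCACCTCTGCAAAACGG matched the plus strand of chromosome VII from 191567 to 191586, within the coding sequence of ACE1 (YGL166W, plus strand), starting at base 439 of the gene. The 308a guide CTACATATTGCTACCACTTC matched the plus strand of chromosome III from 114170 to 114189, outside annotated genes. The nearest annotated genes are YCL001W-B, 145 bases away on one side, and YCR001W, 1495 bases away on the other.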

| Primers | Sequence (5’-3’) |  |
| --- | --- | --- |
| Cpf1-UP-F  Cpf1-UP-R  Cpf1-DOWN-ADY2-F  Cpf1-DOWN-ACE1-F  Cpf1-DOWN-R  ADY2-UP-F  ADY2-UP-R  ADY2-DOWN-F  ADY2-DOWN-R  ACE1-UP-F  ACE1-UP-R  ACE1-DOWN-F  ACE1-DOWN-R  Cpf1-DOWN-308-F  ARS308a-F  Cit1-F  Cit1-R  HES1-F  HES1-R  CUP1-F  CUP1-R  SOD1-F  SOD1-R  ARS308a-R  308-CHECK-F  308-CHECK-R  ACE1-F  ACE1-R  TEF2-F  TEF2-R  ACE1-TEF2-F  ACE1-TEF2-R  FET3-qPCR-F  FET3-qPCR-R  CRS5-qPCR-F  CRS5-qPCR-R  SOD1-qPCR-F  SOD1-qPCR-R  CUP1-qPCR-F  CUP1-qPCR-R  ACE1-qPCR-F  ACE1-qPCR-R  HES1-qPCR-F  HES1-qPCR-R  ACT1-qPCR-F  ACT1-qPCR-R | Primers for constructing strain MO1 with the deletion of *ADY2*  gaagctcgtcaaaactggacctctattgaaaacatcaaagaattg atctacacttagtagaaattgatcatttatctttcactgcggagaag  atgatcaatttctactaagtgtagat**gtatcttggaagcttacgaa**gctttttttgtt  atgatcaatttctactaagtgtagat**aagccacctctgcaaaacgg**gctttttttgtt  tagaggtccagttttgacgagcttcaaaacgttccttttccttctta  gataggcgtcgtatatagtctcttct  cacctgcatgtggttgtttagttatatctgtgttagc  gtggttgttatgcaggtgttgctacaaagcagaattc  cgcgcatttggatcgtccagcccctg  Primers for deletion of *ACE1*  tcttgcccagtcgtaaggatattatt  tctgtgaatacactgattatcagtcctc  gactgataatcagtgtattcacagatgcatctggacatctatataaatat  gaacaggattctccagtgttggtatt  Primers for constructing strains with overexpression of *HES1*  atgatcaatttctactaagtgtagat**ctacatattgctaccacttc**gctttttttgtt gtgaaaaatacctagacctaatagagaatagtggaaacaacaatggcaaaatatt  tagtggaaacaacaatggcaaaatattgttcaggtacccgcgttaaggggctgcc  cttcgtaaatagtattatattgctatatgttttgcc  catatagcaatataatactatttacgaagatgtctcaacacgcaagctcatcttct  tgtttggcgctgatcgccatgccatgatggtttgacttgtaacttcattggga  Primers for constructing strains with overexpression of *CUP1*  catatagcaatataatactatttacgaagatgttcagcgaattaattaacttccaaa  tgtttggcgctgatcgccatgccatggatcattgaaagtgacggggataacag  Primers for constructing strains with overexpression of *SOD1*  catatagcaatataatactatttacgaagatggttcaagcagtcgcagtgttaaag  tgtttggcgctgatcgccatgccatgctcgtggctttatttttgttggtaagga  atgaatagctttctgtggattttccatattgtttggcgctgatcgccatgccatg  agcatggtatggcgcggaagaaaccg  caaatatcatcatgtgacttatttgtacta  Primers for constructing strain MO3 with overexpression of *ACE1* under *Cit1* promoter  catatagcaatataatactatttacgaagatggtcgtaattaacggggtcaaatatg  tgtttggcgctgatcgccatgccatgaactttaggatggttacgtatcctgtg  Primers for constructing strain MO4 with overexpression of *ACE1* under *TEF2* promoter  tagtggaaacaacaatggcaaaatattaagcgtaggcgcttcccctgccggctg  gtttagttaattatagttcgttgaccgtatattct  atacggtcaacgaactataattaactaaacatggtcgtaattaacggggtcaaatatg  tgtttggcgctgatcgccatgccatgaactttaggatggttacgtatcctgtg  Primers for qPCR  tggtcacggacttgacgaag  ttcgaccacggtcatttcgt  aaatatgtgactgttaaggcga  ctaacatttttcacaattgca  cgagccaaccactgtctctt  aacgacgcttctgcctacaa  tcagcgaattaattaacttcc  cccagagcagcatgacttct  cagacgcaagggaagaccat  cctccctttgatttccggct  cctgattacaaccccgcctt  aaacacctgaccattggcca  gaaatgcaaaccgctgctca  cctgggaacatggtggtacc |  |

# Supplementary material for: Transcriptome Analysis Reveals a Promotion of Carotenoid Production by Copper Ions in Recombinant Saccharomyces cerevisiae
**Source:** Microorganisms. 2021 Jan 23;9(2):233. doi: 10.3390/microorganisms9020233
**Supplement:** Supplementary file 1

**Supplementary Materials**

**Transcriptome Analysis Reveals a Promotion of Carotenoid Production by Copper Ions in Recombinant *Saccharomyces cerevisiae***

Buli Su, Anzhang Li, Ming-Rong Deng, Honghui Zhu*

State Key Laboratory of Applied Microbiology Southern China, Guangdong Provincial Key Laboratory of Microbial Culture Collection and Application, Guangdong Microbial Culture Collection Center (GDMCC), Guangdong Institute of Microbiology, Guangdong Academy of Sciences, Guangzhou 510070, People’s Republic of China.

**Figure S1.** Shake-flask fermentations (96 h) of BL03-D-4, MO3, SC106 and MO7 in YPD medium with different yeast extracts, modified YPD medium (YPM) or YPD2 medium supplemented with Zn^2+^(0.08 mM) or/and Cu^2+^(0.08 mM) (A). Normalized spot tests of yeast culture dilutions on different media plates, strains were adjusted to an OD_600_ = 1.0, serially diluted to 1:0, 1:10, 1:100, 1:1000, and then spotted on agar supplemented with different media cultivated for 72 h or 120 h (B, C).

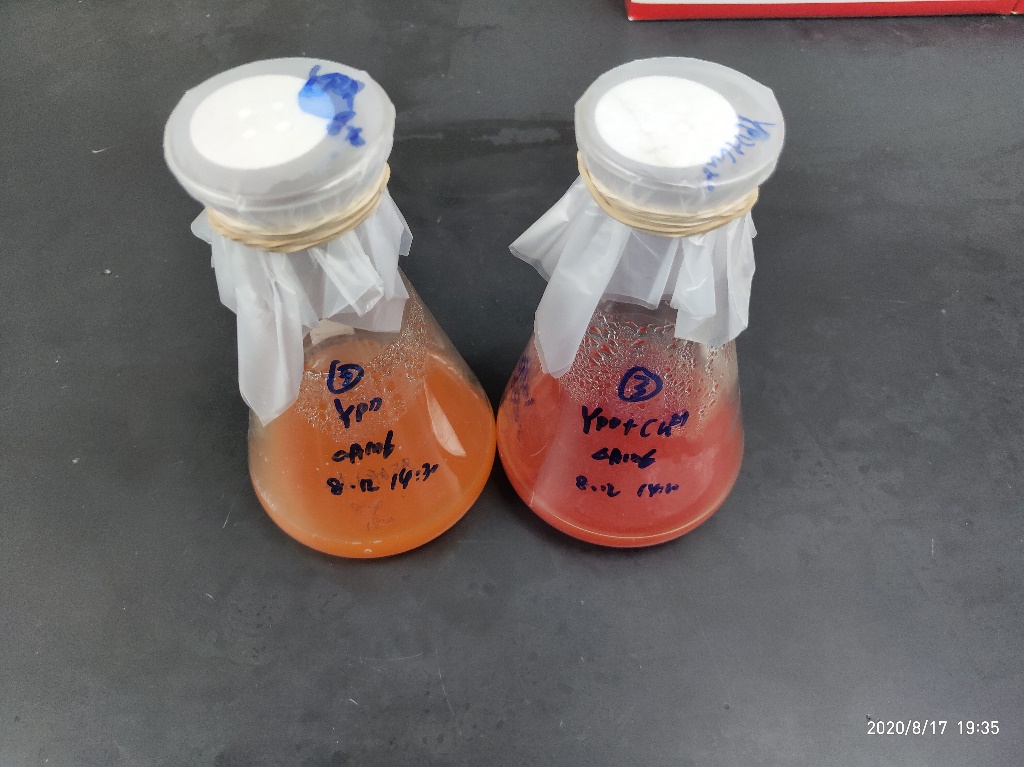

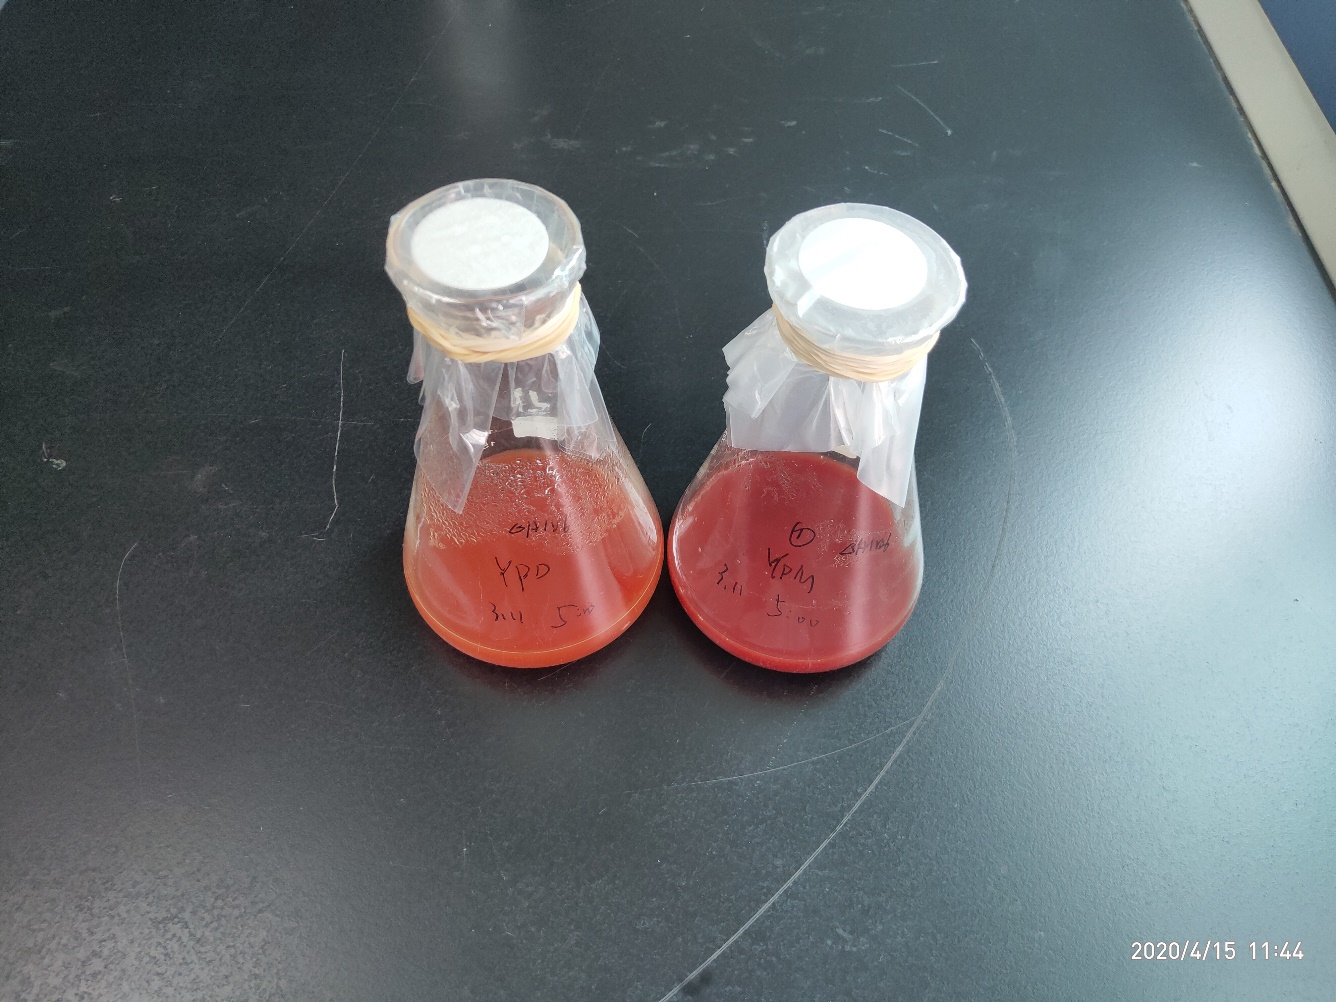

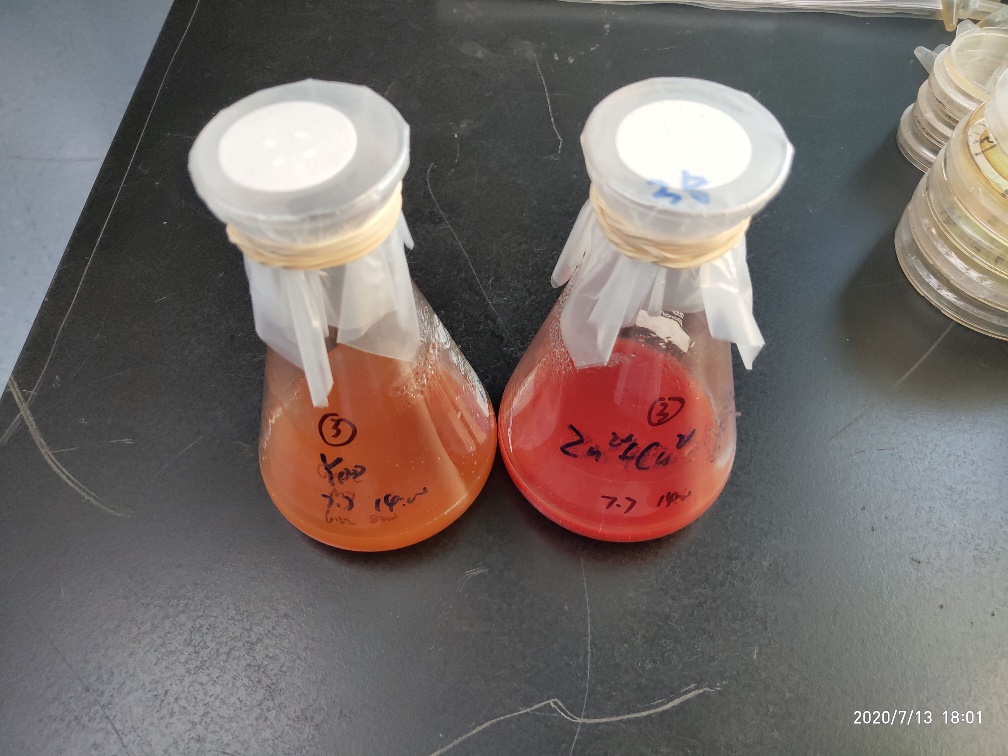

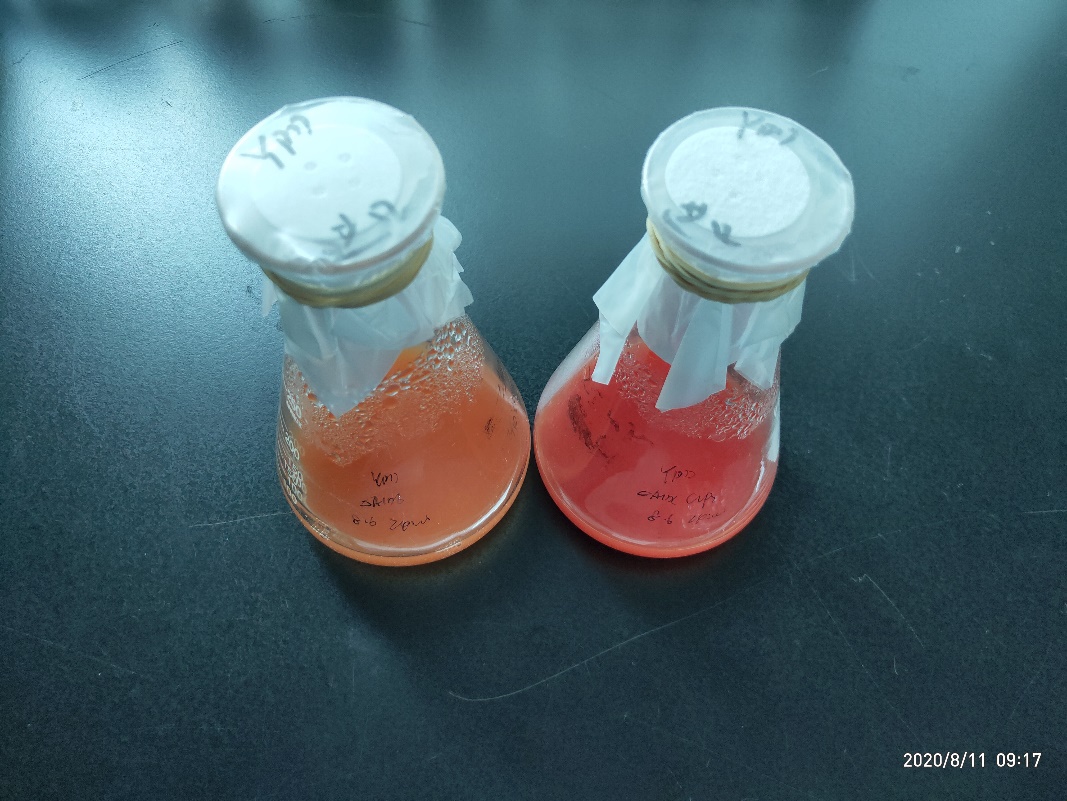
BL03-D-4 in YPD3 YPM YPD2 YPD2+Cu^2+^

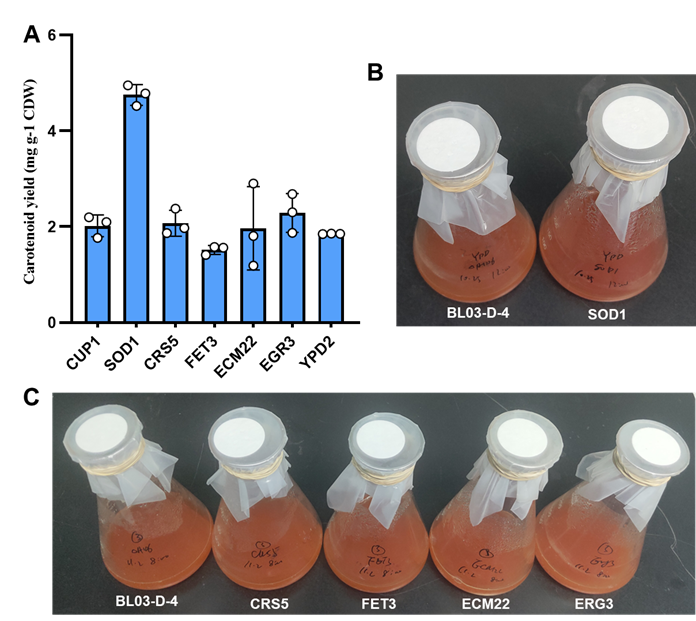

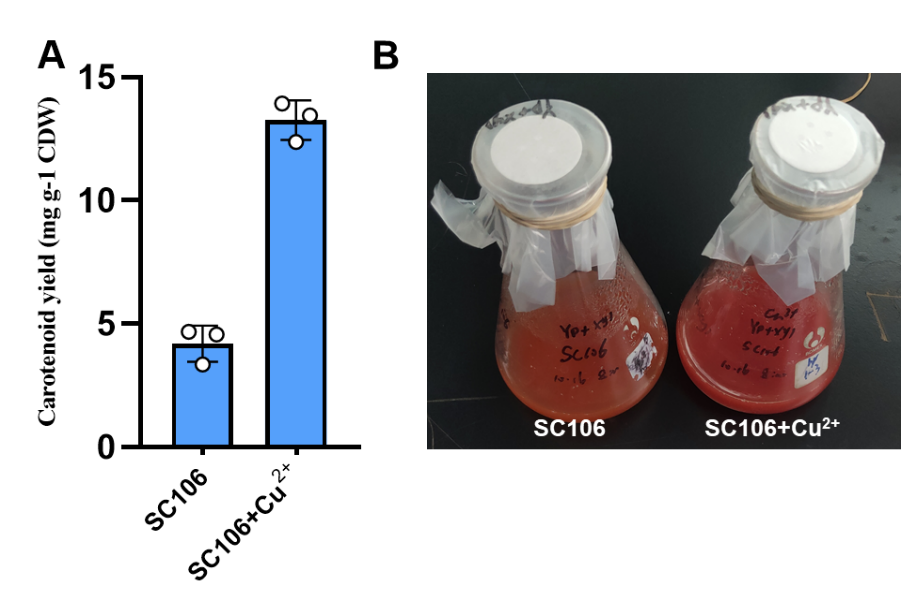
 YPD2 YPD2+Zn^2+^+Cu^2+^ BL03-D-4 in YPD2 MO3 in YPD2

SC106 in YPX YPX+ Cu^2+^ BL03-D-4 in YPD2 MO7 in YPD2

Figure S1A

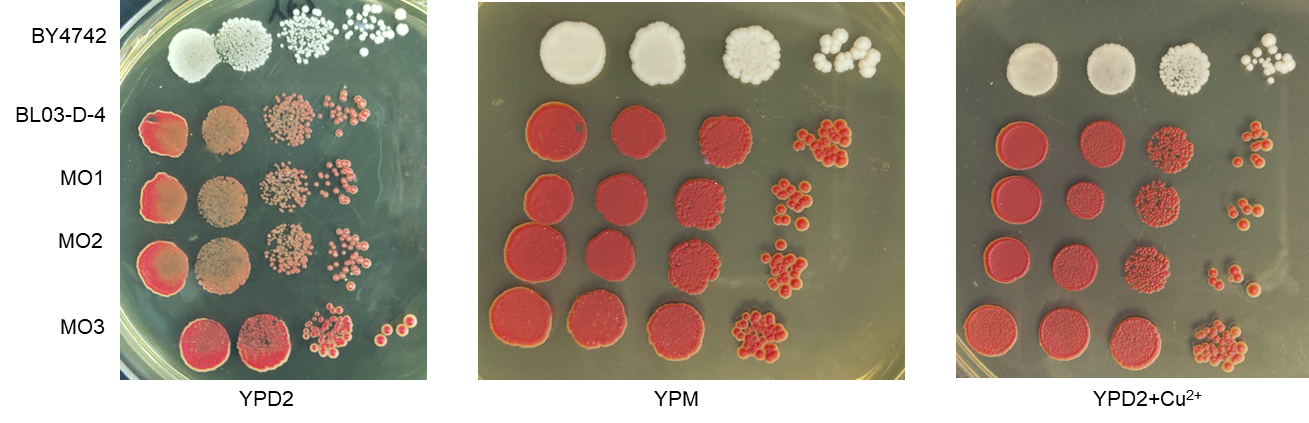

Figure S1B

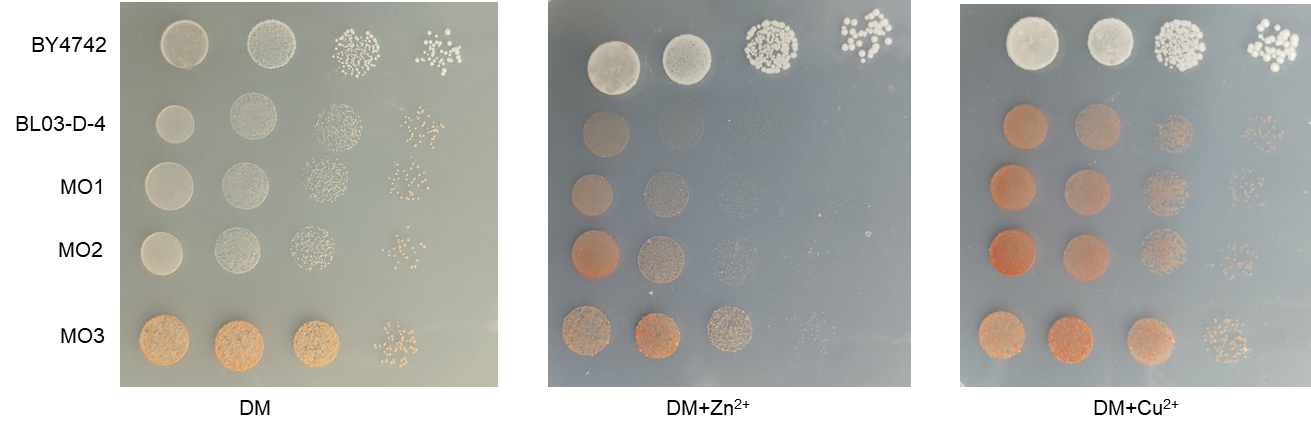

Figure S1C

How the deposited data were processed for this re-analysis (not part of the article)

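The RNA-seq experiment has 2 libraries of the carotenoid-producing strain BL03-D-4, 1 grown for 24 h in YPD2 and 1 grown for 24 h in YPM. The sample labels write YPD, and the paper's text names this medium YPD2. The column named MYPD was taken as YPM because its values match the YPM values of Table S3 up to a constant factor, and the column named YPD was taken as YPD2. The authors prepared polyA-selected libraries, estimated expression with RSEM and deposited TPM, with 1 column per library and no other column of per-sample values. The genome build, the annotation, the read length and the use of strand are not stated. The unit rests on the methods, and the column sums alone do not exclude FPKM. The values of Table S3, which has 462 genes (203 up and 259 down) where the paper's text gives 464 genes, follow the deposited TPM by constant factors. Over 421 genes above 0 in all columns, the deposited value was 0.601 times the Table S3 value in YPM and 0.646 times in YPD2, and 400 genes lay within 5% of both. Table S3 was also used to count how many genes of each list it holds, and no enrichment was computed.

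The design set in advance assumed read counts and named a test on counts. The file holds TPM, so no test on counts was run, and depth, intervals and limits of detection are unknown. With 1 library per medium there is no replicate check, and no p-value was computed. The log2 ratio of YPM to YPD2 was taken after 1 TPM was added to each value, and folds are on this scale unless a ratio of TPM is named. Rows with a mean of at least 1 TPM were compared, and a log2 ratio of 1 or more in either direction counted as a change.

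Genes are named by a fixed rule. It covers the genes the paper names for the RNA-seq comparison, the genes of the strain genotype, the 5 largest rises and 5 largest falls among changed genes with a symbol, and the largest rise and fall of each list. The rule set a minimum of counts for the largest changes, which was replaced by a mean of 10 TPM. Genes named outside it were chosen after their values were seen. Symbols came from the RefSeq annotation of R64, which matched 6047 of the 7130 rows, and so did gene lengths, the class of protein-coding genes, coding sequences, the flanks of CUP1, overlapping genes and the places of guides and primers. The authors' build is not stated, so these describe R64 and can differ from the reference behind the deposited values. CRS5 has no row in the table and was not analysed here.

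Gene lists were written by hand before the deposited table was examined and after Table S3, which holds values of the same libraries, was read. The percentile of a list with many genes in Table S3 is therefore no independent evidence. Besides the pathway lists, they cover mevalonate pathway genes, regulators of ERG genes, Ace1 targets, copper uptake, iron uptake, zinc and phosphate genes, inositol-repressed and glucose-repressed genes, sterol uptake and anaerobic genes, ribosomal proteins and genes of the strain genotype. RPP1, a subunit of RNase P that the pattern for ribosomal protein symbols also caught, was left out after the values were seen. Each list median was placed among the medians of 10000 random lists drawn with random seed 11 from the 5765 protein-coding genes with a mean of at least 1 TPM, matched on 20 bins of mean TPM. Each gene of a list was given the median log2 ratio of all protein-coding genes in its bin out of 10 length bins. This comparison for gene length was chosen after the values were seen. The bin medians ran from -0.25 to -0.05, so no bin was shifted upward or far downward. This 1 result holds for every list alike and is not separate evidence for each. The calls and percentiles were tested on simulated data. All 200 changed genes among 5757 simulated genes were called in their direction, and 0 unchanged genes were called. The simulated genes had a mean of at least 10 TPM, changes far beyond the limit of 1 and little noise. These calls could hardly fail, and they say nothing of genes near the limit or with low TPM. Of 100 unchanged lists, 95 fell between percentiles 2.5 and 97.5.

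Sequences that a read of 50 bases could not tell apart were counted as 50-base words of a coding sequence that occur elsewhere in R64. Guides and qPCR primers were matched to R64 without mismatches. Alternatives were another pseudocount (0.1 or 5 TPM) or none, other minimum values, CUP1-1 and CUP1-2 summed, protein-coding genes only, and TPM centred on the median gene, rescaled over mRNAs, or rescaled without the 20 most abundant rows. Lists were also computed without single members. Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 were used.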

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

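Each signal here was higher in YPM than in YPD2 and concerns genes or lists that the paper's text does not discuss as RNA-seq results, apart from HES1. Table S3, the paper's own table of changed genes, holds 6 of the 14 sterol uptake and anaerobic genes. Of the iron uptake list it holds 6 of 14 genes, and of the copper uptake list 0 of 6. The tests of a common shift of scale, of gene length, of copper sensing, of the Upc2 response and of the HSP26 promoter were chosen or stated only after the results were seen, and the test of shared reads before its result was. With 1 library per medium, none of these differences has a replicate check.

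The carotenoid genes crtI and crtB were higher in YPM, at log2 ratios of 0.39 and 0.36, while crtE stood at 0.06. A common shift of the TPM scale would bring crtI and crtB to 0 or below once the median gene is set to no change. The lower of them was then at 0.50. Both could only rise, since the median of all genes was -0.13. A candidate explanation is a higher activity in YPM of the HSP26 promoter, which drives all of them, and the native HSP26 had a log2 ratio of 0.38. The smaller value of crtE, for which no error is known, keeps this open, so promoter activity and other causes cannot be told apart.

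UPC2, a regulator of ERG genes, was higher in YPM with 4.19 TPM in YPD2 and 12.6 TPM in YPM, a log2 ratio of 1.39. The 5 regulators of ERG genes that the paper names had a median of 0.12 at percentile 93.2, within the middle 95% of random lists, and ECM22 fell most, at -0.52. With ACE1, which the list also holds, the median was 0.19 at percentile 97.6. Of the others, HAP1 gave the median, and the values were -0.28 for ROX1 and 0.51 for MOT3. The 13 sterol uptake and anaerobic genes with a mean of at least 1 TPM had a median log2 ratio of 1.39. This is the value of UPC2 itself. Of these genes, 7 were higher, from HES1 down to UPC2, and 5 were below 0. TIR2 fell most at -0.69, followed by PAU23 (-0.61) and DAN4 (-0.20), while AUS1 (-0.03) and PDR11 (-0.02) hardly moved. Without HES1 the median was 1.14. The median of all genes was -0.13, so a common shift of the TPM scale read from it goes the other way. Setting the median gene to no change could only raise the list median, to 1.51. Protein-coding genes of like length had a median of -0.10, which argues against gene length. Of these genes, only PAU23 (-0.61) and PAU24 (2.73) have 50-base words elsewhere. They lie on either side of the median, so leaving both out could not move it. The 11 members without such words had a median of 1.39. This argues against reads shared within the DAN, TIR and seripauperin families as the whole cause. A response to less oxygen or less sterol through Upc2 is a candidate explanation as a hypothesis, and the 5 members below 0 do not go with it. It cannot be told apart from other effects of the media, because 6 of the 14 listed genes stand in Table S3, which was read before the list was written, and because UPC2 rests on low values.

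The 6 genes of the copper uptake list, Mac1 targets that are not all uptake genes, had a median log2 ratio of 0.65. FRE7 was highest at 1.97, on low values of 3.28 TPM in YPD2 and 15.8 TPM in YPM, and REE1 lowest at -0.89. Of the others, CTR1 stood at 0.63 and FRE1 at 0.68. For members with a mean of at least 10 TPM, the median was 0.63. A common shift of the TPM scale would bring the median of all 6 to near 0 once the median gene is set to no change. It was then 0.78, and it could only rise, since the median of all genes was -0.13. Protein-coding genes of like length had a median of -0.11, which argues against gene length. More copper sensed by the cells in YPM would be expected to lower these genes. Their median of 0.65 instead lay at percentile 99.94 of the random lists, with 5 genes above 0 and 1 below. More copper sensed cannot be excluded with 1 library per medium. The Ace1 targets went apart, with SOD1 at -0.94, FET3 at 0.84 and FTR1 at 1.15, and ACE1 itself stood at 0.27. The sum of both CUP1 copies, which does not depend on how reads were divided between them, was above 0 at 0.54. The median of the 5 Ace1 targets with a value was that of FET3, at percentile 99.7. Without both CUP1 copies, whose reads are shared, it stayed at 0.84. It could not move, since the copies are the lowest and the highest of the 5. FET3 and FTR1 are also in the list of iron uptake genes. Whether the cells in YPM sensed more copper therefore stays open.

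The 14 genes of the iron uptake list, which are not all uptake genes, had a median log2 ratio of 0.69. Of these, 5 were higher and none lower, from TIS11 at 1.91 to FRE5 at -0.80. The median of all genes was -0.13, so a common shift of the TPM scale read from it goes the other way. Setting the median gene to no change could only raise the list median, to 0.82. Protein-coding genes of like length had a median of -0.12, which argues against gene length. No biological explanation was tested for these genes, and the different yeast extract, salts and trace metals of the media stay open.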

How the results depend on the processing

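The gene lists, the sum of both CUP1 copies, the ratio of TPM without a pseudocount and the comparison without a filter were chosen before the data were examined, but after Table S3, which holds values of the same libraries for the genes it lists, was read. The main pseudocount of 1 TPM and minimum of 1 TPM replaced limits on counts once the unit was known. The other alternatives were chosen after seeing the data: pseudocounts of 0.1 and 5 TPM, a mean of at least 10 TPM, protein-coding genes only, the 3 rescalings of TPM, and lists without single members. The alternatives that need counts (DESeq2 size factors, a minimum of counts, fixed dispersions, unadjusted p-values and added counts) were not run, since the file holds TPM. No spread between replicates exists, so a shift of more than 0.1 on the log2 scale was taken as a change. No paired analysis was possible because there is 1 library per medium.

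The 535 changed genes became 561 without a filter, 533 with CUP1-1 and CUP1-2 summed, 596 with a pseudocount of 0.1, 510 with the median gene set to no change, 490 over mRNAs, 534 without the 20 most abundant rows, 384 at a mean of at least 10 TPM and 379 among protein-coding genes. With a pseudocount of 5 they fell to 354, of which 203 were lower, because an added 5 TPM shrinks the ratio of low genes. Setting the median gene to no change raised the median of all genes by 0.13 and moved the share of higher genes from 38.9% to 50.0%, with 255 higher and 255 lower.

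That setting moved every list median up by a like amount and left each on its side of 0. The sterol pathway median became 1.70, sterol uptake and anaerobic genes 1.51, Ace1 targets 0.97, copper uptake 0.78, iron uptake 0.82, ribosomal proteins 0.79, ERG regulators 0.33, glycolysis and gluconeogenesis 0.32 and mevalonate genes 0.32. Among the lists below 0, fatty acid degradation became -1.28, glucose-repressed genes -1.83, inositol-repressed genes -1.17, glyoxylate -0.61, phosphate -0.22, genotype genes -0.19, zinc -0.18 and pentose phosphate -0.15. The CUP1 sum became 0.68. The cause is the construction of the setting, which adds one shift to all genes.

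A pseudocount of 5 lowered copper uptake to 0.51, iron uptake to 0.52 and sterol uptake and anaerobic genes to 0.87, below the limit of 1. The last list became 1.56 with a pseudocount of 0.1 and 1.59 as the ratio of TPM. The phosphate list became -0.50 for members with a mean of at least 10 TPM, because this leaves out 1 member, PHM6. Without HES1, sterol uptake and anaerobic genes had a median of 1.14, and without ACE1 or the CUP1 copies the ERG regulators (0.12) and Ace1 targets (0.84) moved by less than 0.1. The Ace1 median could not move, since the CUP1 copies are the lowest and the highest of its members.

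CUP1-1 reversed when both copies were summed, to 0.54, because the sum holds the reads of CUP1-2. Of 68 named genes with a value above 0, UPC2 (0.94) and ZPS1 (-0.84) fell below the limit of 1 with a pseudocount of 5, and both CUP1 copies when summed. No other named gene changed its direction or its side of the limit. Of the 406 values for named genes, 114 moved by more than 0.1 without a change of direction, 66 of them with the median gene set to no change. The unknown depth limits all genes with low TPM, for which no interval can be given.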

Differences from the paper's values

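None of the values that the paper states and that were computed here differed by more than 1.5 times under the main choices. With CUP1-1 and CUP1-2 summed, a choice set before the data were examined and after Table S3 was read, the fold of CUP1 was 1.46 against the paper's 94 for CUP1-2, and against the paper's 0.017 in Table S3 for CUP1-1. As the ratio of TPM, the fold of CUP1-2 was 89.2.

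The legend of Figure 2B presents the pathways as enriched among upregulated genes, and the figure lists fatty acid degradation and glyoxylate and dicarboxylate metabolism. In the lists used here, 0 of 12 fatty acid degradation genes were higher in YPM and 8 were lower. Of 26 glyoxylate genes, 1 was higher and 11 were lower. Both lists were written by hand and not taken from KEGG. Genes that only KEGG counts in these pathways are left out, so the counts cannot show that the legend is wrong.

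The paper states that no other pathway had changed genes like those of ergosterol. It also names fatty acid degradation among the pathways that changed significantly. If the statement refers to genes higher in YPM, the following counts do not go against it. In the libraries compared here, 8 of 12 fatty acid degradation genes and 12 of 13 glucose-repressed genes were lower in YPM at a log2 ratio of -1 or below. Membership of these lists was written by hand after Table S3 was read and is not that of KEGG.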

Other observations

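The test of reads shared between paralogs was chosen before its result was seen, and the other tests here were chosen or stated only after. Each pattern compares 1 library per medium, so no replicate check exists.

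CUP1-2 was higher and CUP1-1 lower in YPM, and the values of the copies differed 92.0-fold in YPM and 60.8-fold in YPD2. Of 12 other sets of genes with one coding sequence that were not retrotransposons and not all at 0, 10 had equal values in both libraries, and the largest ratio within the other 2 was 1.15. All 8 retrotransposon sets with one coding sequence had unequal values, and 1 of them also held genes that changed in opposite directions, with ratios of 7.89 in YPM and 6.17 in YPD2. With 10 of 20 such sets equal, the authors' counting dividing the reads of identical genes unevenly as a rule stays open. Reads that the identical copies share being assigned to one copy in each library is consistent with the 0 bases that differ between their coding sequences. A move of transcription from CUP1-1 to CUP1-2 cannot be told apart from it, since 586 bases including the flanks have no difference from which a read could be assigned. Why this pair was not divided evenly was not tested. The annotation in the deposited table describes the locus as variably amplified between strains, and the paper states that its genome sequencing of BL03-D-4 showed no altered copy number of the CUP genes.

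The median of all genes was -0.13, so a common shift of the TPM scale read from it goes the other way. Setting the median gene to no change could only raise the sterol pathway median, to 1.70. Protein-coding genes of like length had a median of -0.0764, which argues against gene length. The rank of this list among random lists is no evidence against either, since the genes were chosen from these libraries. A response to YPM stays a hypothesis, and which component of the medium may cause it cannot be read from these libraries, as the media differ in several.

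The 132 ribosomal protein genes with a mean of at least 1 TPM had a median log2 ratio of 0.65, with 22 higher and none lower. All 132 lay above 0, from RPL20B, listed at 0 in YPD2, down to RPS24B at 0.03. The median of all genes was -0.13, so a common shift of the TPM scale read from it goes the other way. Setting the median gene to no change could only raise the list median, to 0.79. Protein-coding genes of like length had a median of -0.10, which argues against gene length. With the copies of each protein summed, the median over 77 proteins was 0.68. The sums do not depend on how reads were divided between copies, so this size argues against reads shared between paralogs. That all 77 lay above 0 had to follow, since every copy did.

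The 13 glucose-repressed genes had a median log2 ratio of -1.96, and JEN1 was the only one above 0, at 0.36. With the median gene set to no change, the median was -1.83, which argues against a common shift of the TPM scale, and protein-coding genes of like length had a median of -0.12, which argues against gene length. A candidate explanation is that the cultures were harvested at different stages of growth, since ribosomal protein genes went the opposite way with a median of 0.65. Growth stage cannot be told apart from the medium with 1 harvest time. For ADY2, the other 12 genes of the list had a median of -1.93 and 11 of them were at -1 or below, so its fall may belong to a fall of glucose-repressed genes as a group. This stays open because 11 of the 13 genes stand in Table S3, which was read before the list was written. The zinc in the trace metal solution cannot be told apart from other causes of the fall of ADY2, and the 9 Zap1 genes had a median of -0.32 at percentile 13.0, from ZAP1 at 0.26 to ZPS1 at -1.24.

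The 10 inositol-repressed genes had a median log2 ratio of -1.31, with 7 lower and none higher, from EKI1 at 0.06 to INO1 at -2.11. With the median gene set to no change, the median was -1.17, which argues against a common shift of the TPM scale, and protein-coding genes of like length had a median of -0.12, which argues against gene length. The list was written after Table S3, which holds 7 of its genes, was read. No biological explanation was tested, and the lots of yeast extract differ.

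The 11 phosphate-starvation genes had a median of -0.36, with 10 below 0 and 3 lower, SPL2, PHO84 (-1.60) and PHO5 (-1.23). The values ran from PHO12 at 0.05 to SPL2 at -2.51. PHO12 shares 87.2% of its 50-base words with other places and is uncertain. The phosphate salt in YPM could lower these genes, and their median lay at percentile 6.31, within the middle 95% of random lists. For the 10 members with a mean of at least 10 TPM, it was -0.50 at percentile 0.54, outside this range. The answer depends on this choice, and 1 library per medium keeps it open.

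The 3 genotype genes with a mean of at least 1 TPM, HSP26, CIT1 and HMG1, had a median of -0.33 at percentile 23.4, within the middle 95% of random lists.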
